A study of Homo sapiens with 16 samples.

How the data were processed

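Open chromatin was measured by ATAC-seq in hFOB 1.19 cells, an established human osteoblast line that carries a temperature-sensitive form of the SV40 large T antigen and divides at the lower temperature. ATAC-seq cuts accessible DNA with a transposase that inserts sequencing adapters, so reads pile up where chromatin is open. Per the labels' protocols, the cells grew at 34 °C before differentiation and at 39.5 °C during it. The differentiation medium contained ascorbic acid, 10 mM beta-glycerophosphate and 10 nM dexamethasone. The labels describe 16 samples, 4 on each of days 0, 2, 4 and 10, and name a commercial transposase kit for the libraries.

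The deposited files are 4 peak lists in the narrowPeak layout, 1 per day, and per the labels each list belongs to all 4 samples of its day. The labels name the build (hg38) but no aligner, peak caller, filter or way of pooling the samples, so whether reads were shifted for the transposase cut and how the 4 samples were combined are not known here. Each peak has a deposited score, which equalled 1000 times the peak's area divided by its width, capped at 1000, in 100% of peaks. The peak area itself is also a deposited score, and no peak on any day had an area under 200.001. The lowest deposited −log10 p at the summit over the 4 lists was 2.8467, on day 2, and these values are not adjusted for multiple testing. The place for an adjusted value held −1 in every row, so a threshold on adjusted p planned before the data were examined was replaced by a −log10 p of at least 5, and a planned ranking by enrichment was replaced by a ranking by peak area. Both replacements, and a matching of gene lists on GC content described below, were chosen after seeing the data. The area, score and −log10 p of a peak were used only to describe, rank or filter peaks within their own list, because they depend on a sequencing depth that is unknown. No read counts were analysed here.

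Sequence names in the lists were compared with the hg38 reference before coordinates were used. All 304, 288, 304 and 290 names on days 0, 2, 4 and 10 were in the reference, and 0 peaks ended beyond the end of their sequence. The main measurements used chromosomes 1 to 22, X and Y. Peaks on other sequences were counted apart.

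Peak sets were compared with bedtools 2.31.1. A peak was overlapped on another day when at least 1 bp was shared. The share expected by chance came from moving peaks to random positions on the same chromosomes. The Jaccard index is the number of bases in both lists divided by the number in either. All 4 lists were merged where they overlapped by at least 1 bp, and each merged region was classed by the days on which it held a peak. In all, 5 classes were compared, namely regions on all 4 days, regions on day 0 only, regions gained and kept (no peak on day 0 and a peak on days 2, 4 and 10), regions on day 2 or 4 only, and regions on day 10 only. A peak's strength was its percentile of −log10 p within its own list, and a region's strength was the highest percentile among its peaks. Regions with peaks on more days take this highest value from more lists, so matching classes on strength is approximate. Promoters were 1 kb either side of the start of a protein-coding transcript in GENCODE 44.

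For sequence motifs, 100 bp either side of the summit of the strongest peak of each region was searched on both strands for 13 consensus sequences written before the data were examined. The same search was made in windows centred 1000 bp away that held no peak. Ratios between classes were matched on GC content in bins of 2.5 percentage points and on strength in bins of 5 percentile points by the Mantel-Haenszel method, with 95% intervals. For the glucocorticoid receptor, p53 and C/EBP motifs, 20 consensuses with the same letters in permuted order were searched as well. For gene lists, 7 lists with 159 genes were written before the data were examined, and all 159 genes were found in the annotation. Regions within 50 kb of each gene body were counted per class, and the sum over a list was placed as a percentile among 10000 random lists of protein-coding genes matched on the number of merged regions. With 35 percentiles computed, some extreme ones are expected by chance.

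The regions named in the text followed a rule fixed before the data were examined. They are the 5 regions gained and kept with the highest rank on day 10 and the 5 day-0-only regions with the highest rank on day 0. These were annotated against protein-coding genes only, so intergenic means outside such genes. Named genes are those of the 7 lists with a promoter peak on day 0 and not on day 10, or the reverse, and those with the most gained-and-kept or day-0-only regions. ZBTB16 and RRM2B motif sites and RBFOX3 were singled out after their values were seen.

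Because 1 list stands for the 4 samples of a day, there are no replicate values and no test between days over samples was made. The permutation p-values over autosomes given near the end take chromosomes as units and rest on 1 list per day. Shares carry Wilson 95% intervals, and where a count is 0 the upper limit in the text is 3 counts of the total. These limits cover counting error only and neither variation between samples nor differences in depth. The interval functions were tested on simulated data. The day pattern of 100% of 20000 simulated sites was recovered, and planted motifs were found in 100% of 5000 windows for each motif. The sites were narrow and far apart and the planted motifs were exact matches. These outcomes therefore check the code and not the merging of close or wide peaks. Matched 95% intervals covered a simulated ratio of 3 in 95% of 200 runs and a ratio of 1 in 98%. Of 200 simulated gene lists with unchanged counts, 5% lay above percentile 97.5, and 100% of lists with counts raised 2-fold did. The 5% is a larger share than exact percentiles would leave, so high list percentiles may be reached too easily. Copies of peaks on alternate sequences were sought with minimap2 2.31 at an identity of at least 95% over at least 80% of the peak. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0. Alternatives tried were the stricter threshold, equal lists of the 50000 peaks with the highest −log10 p of each day, a minimum shared length of 50% of both peaks, merging of 100 bp either side of each summit, all sequences in the lists, promoters of 2.5 kb or of transcripts of every type, motif windows of 50 bp and gene flanks of 10 kb. With equal lists, a region counts as absent from a day when it holds none of that day's 50000 peaks, even where a weaker peak was deposited.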

Results

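Chromatin accessibility was profiled in hFOB 1.19 cells before osteogenic differentiation and on days 2, 4 and 10 of it, with 4 samples per day and 1 deposited peak list per day. The lists held 157925 peaks on day 0, 200349 on day 2, 239322 on day 4 and 148855 on day 10 on chromosomes 1 to 22, X and Y. They covered 99.7 Mb, 131 Mb, 138 Mb and 101 Mb in the same order. The median peak width was 441 bp, 467 bp, 402 bp and 469 bp. The sequencing depth behind each list is unknown and there are no replicate lists, so differences between days below are differences between these lists.

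Each list has its own deposited −log10 p values, which depend on an unknown depth and are not compared between days. Their median at the summit was 8.20 on day 0, 5.65 on day 2, 6.25 on day 4 and 7.58 on day 10. With a −log10 p of at least 5, 126980, 122134, 163402 and 115220 peaks remained on days 0, 2, 4 and 10, counts that also depend on depth.

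The first comparison asked how much of the open chromatin of undifferentiated cells persisted during differentiation. Of the day 0 peaks, 83.7% (95% interval 83.5 to 83.8) were overlapped by a day 2 peak, 90.5% (90.4 to 90.7) by a day 4 peak and 72.0% (71.7 to 72.2) by a day 10 peak. Peaks moved to random positions gave 8.86%, 9.68% and 6.64%. In the reverse direction, 65.9% (65.7 to 66.1) of day 2 peaks, 59.9% (59.7 to 60.1) of day 4 peaks and 75.2% (74.9 to 75.4) of day 10 peaks overlapped a day 0 peak. The shares of day 0 peaks that were overlapped rise with the length of the other list. Among the 50000 strongest peaks of each day, 84.2% of day 2, 83.5% of day 4 and 76.3% of day 10 peaks overlapped a day 0 peak among the 50000.

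Sharing depended on strength. In the strongest 20 percentile points of each list, at least 98.4% of peaks were overlapped on each of the other 3 days, the lowest being day 2 peaks on day 10. In the weakest 20 percentile points of day 4, 17.3% of 47878 peaks overlapped a day 0 peak. Peaks with a day 0 partner had a median percentile of 66.8 on day 2, 69.5 on day 4 and 60.5 on day 10, against 22.04, 24.6 and 23.7 for those without. The gaps were 44.8 (95% bootstrap interval 44.5 to 45.1), 44.9 (44.7 to 45.1) and 36.7 (36.4 to 37.1) percentile points.

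The order of similarity between days depended on how many peaks were compared. Over all deposited peaks, the Jaccard index of day 0 was 0.559 with day 2, 0.568 with day 4 and 0.576 with day 10, so that day 10 was closest to day 0. Over the 50000 strongest peaks of each day, it was 0.656, 0.656 and 0.587, and day 10 was farthest. The pair of days 2 and 4 had the highest index in both comparisons (0.622 and 0.700), and days 2 and 10 had the lowest (0.496 and 0.575).

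**Figure D1:**
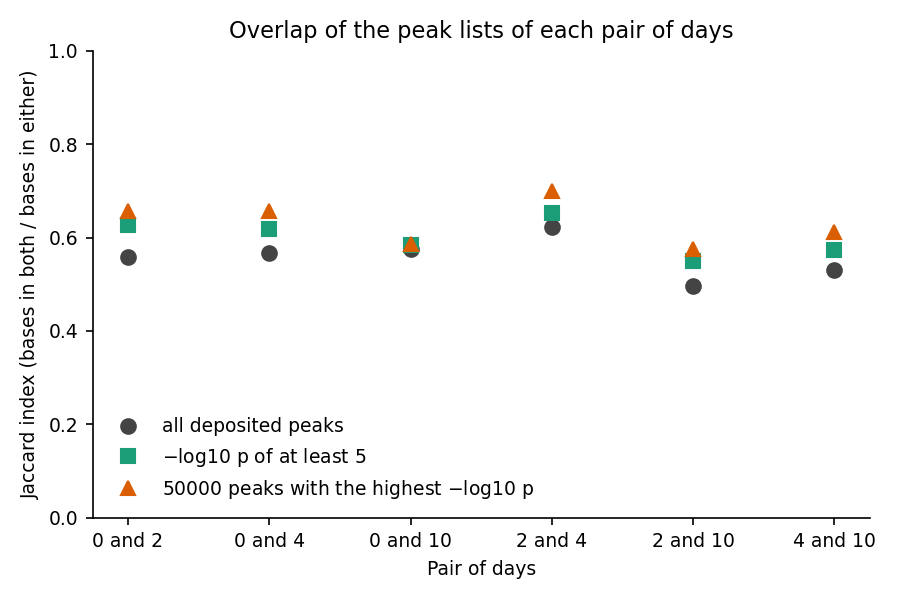
Jaccard index (bases in both lists divided by bases in either) for each pair of days, over all deposited peaks (circles), peaks with a −log10 p of at least 5 (squares) and the 50000 strongest peaks of each day (triangles). The index of days 0 and 10 moves from 0.576 to 0.587 while that of days 0 and 2 moves from 0.559 to 0.656.

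The union of the 4 lists formed 277308 merged regions. Peaks were present on all 4 days in 95692 regions (34.5%), whose median strength was percentile 81.1. A peak on day 2 or 4 and on neither day 0 nor day 10 was found in 95058 regions (34.3%), with a median strength of 21.9. There were 8666 regions on day 0 only, 9178 gained and kept, and 14609 on day 10 only, with median strengths of 14.9, 54.0 and 19.3. A further 23048 regions had peaks on days 0, 2 and 4 but not on day 10. Restricting each list to its 50000 strongest peaks lowered the regions on day 2 or 4 only the most, to 7029, and left 2088 gained and kept and 3456 on day 0 only. In this setting, absence from a day means absence from its 50000 strongest peaks. Of the 50000 strongest peaks of day 2, 99.8% overlapped a deposited day 0 peak, and of those of day 0, 99.98% overlapped a deposited day 4 peak. Nearly all of these 2088 and 3456 regions thus had a weaker peak on a day counted as absent.

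**Figure D2:**
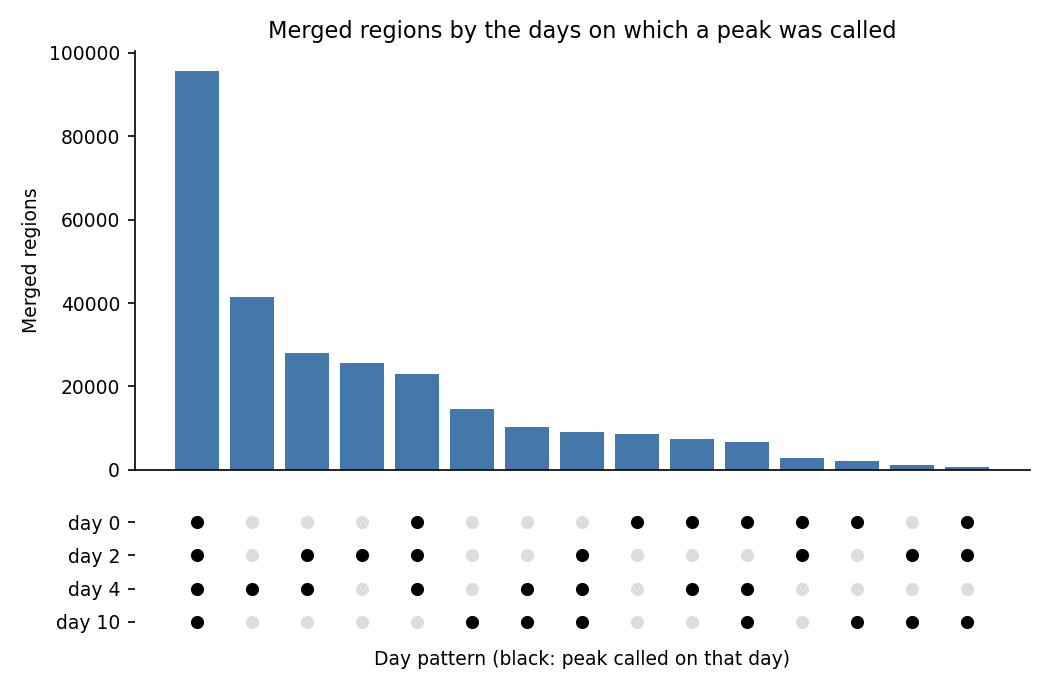
Number of merged regions (bars, axis from 0) for each of the day patterns, with black dots marking the days on which a peak was called. Regions on all 4 days (95692) are the largest pattern, followed by regions on day 4 alone (41528).

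The share of peaks at promoters was 14.0% (13.9 to 14.2) on day 0, 13.5% (13.3 to 13.6) on day 2, 11.8% (11.7 to 11.9) on day 4 and 14.4% (14.2 to 14.6) on day 10, against 3.39%, 3.64%, 3.46% and 3.47% by chance. Among the 50000 strongest peaks the order changed, with 26.2% on day 0, 27.9% on day 2, 27.0% on day 4 and 25.5% on day 10. By class, promoters made up 18.6% of regions on all 4 days, 8.31% of regions gained and kept, 6.59% of regions on day 2 or 4 only, 3.28% of regions on day 0 only and 3.10% of regions on day 10 only.

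The 5 strongest regions gained and kept, ranked on day 10, lay at or above percentile 95.1 of the day 10 list (hg38). The first, on chromosome 17 from 58506258 to 58507936, was in an intron of MTMR4, 7.25 kb from its nearest start. It ranked at percentile 64.8 on day 2, 76.7 on day 4 and 97.9 on day 10. An intergenic region (outside protein-coding genes) on chromosome 2 from 226578277 to 226579343, 221 kb from the start of IRS1, ranked at 74.98, 84.5 and 96.2. A region on chromosome 12 from 24661441 to 24662156, 99.2 kb from the nearest start (SOX5), ranked at 43.2, 81.8 and 95.7. On chromosome 6, a region from 117444427 to 117445385 lay 18.9 kb from the start of ROS1 in an intron of an unnamed gene (ENSG00000282218), and ranked at 12.5, 71.5 and 95.4. The last, on chromosome 20 from 23224938 to 23225990, was intergenic, 125 kb from the start of NXT1, and ranked at 75.1, 82.3 and 95.1.

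Regions on day 0 only were weaker. The strongest, at percentile 76.7 of day 0, was an intergenic region on chromosome 13 from 85503501 to 85504322, 295 kb from the start of SLITRK6. The next was on chromosome 4 from 164210441 to 164210765 in an intron of MARCHF1 (percentile 71.8). The others were an intergenic region on chromosome 13 from 84296327 to 84296871, 414 kb from the start of SLITRK1 (69.5), a region on chromosome 3 from 151880091 to 151880648 in an intron of SUCNR1 (68.5), and an intergenic region on chromosome 3 from 78506515 to 78507205, 127 kb from the start of ROBO1 (68.4).

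Because the medium contained dexamethasone, a ligand of the glucocorticoid receptor, the receptor's motif (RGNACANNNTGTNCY) was counted in each class. It was found in 43 of 9176 regions gained and kept, or 0.469% (0.348 to 0.631), and in 0.111% of windows 1000 bp away from them. It was found in 2 of 8666 regions on day 0 only, or 0.0231% (0.00633 to 0.0841), and in 0.0798% (0.0457 to 0.139) of windows 1000 bp away. The share was 4.20 times that of the windows for regions gained and kept and 0.289 times for regions on day 0 only. The ratio of regions gained and kept to regions on day 0 only rests on the 2 matches on day 0 only. Its 95% interval was 4.92 to 83.8. In regions on all 4 days the share was 0.137% (0.115 to 0.162), and the ratio of regions gained and kept to these, matched on GC content and strength, was 4.04 (95% interval 2.72 to 6.01). With the lists limited to their 50000 strongest peaks the contrast was smaller, at 0.479% (0.260 to 0.880) in regions gained and kept and 0.145% (0.0618 to 0.338) in regions on day 0 only, intervals that overlap. Nearly all regions of these classes then had a weaker peak on a day counted as absent, so the same contrast was not repeated. A shorter consensus for the same receptor (RNACANNNTGTNY), added after the data were seen, was found in 2.65% (2.34 to 3.00) of regions gained and kept and 1.59% (1.35 to 1.88) of regions on day 0 only. Windows 1000 bp away had it in 1.67% and 1.70%. Its highest share was in regions on day 10 only (3.71%), where windows 1000 bp away had it in 2.99%, and against regions on all 4 days (1.88%) the ratio of regions gained and kept, matched on GC content and strength, was 0.976 (0.850 to 1.12).

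The AP-1 motif (TGASTCA) was the most frequent of the 13. It was found in 27.0% (26.7 to 27.3) of regions on all 4 days, 19.5% (18.7 to 20.3) of regions gained and kept, 17.4% (16.6 to 18.2) of regions on day 0 only, 21.9% of regions on day 10 only and 9.45% of regions on day 2 or 4 only. Windows 1000 bp from regions on all 4 days had it in a share 12.0 times lower. Matched on GC content and strength, the ratio of regions gained and kept to regions on day 0 only was 1.01 (0.902 to 1.12).

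Shares of other motifs are given below, most of them without matching. The C/EBP motif (TTGCRYAA) was in 8.90% (8.45 to 9.37) of regions on day 10 only and 6.36% (5.88 to 6.88) of regions gained and kept, against 1.00% (0.815 to 1.24) of regions on day 0 only. The p53 motif (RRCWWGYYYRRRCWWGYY) was in 142 of 95056 regions on day 2 or 4 only, or 0.149% (0.127 to 0.176). It was in 9 of 9176 regions gained and kept, or 0.0981% (0.0516 to 0.186), and in 31 of 95678 regions on all 4 days. It was in 0 of 8666 regions on day 0 only, which allows a share of up to 0.0346%. The TEAD motif (RCATTCCW) was in 14.3% (13.6 to 15.1) of regions on day 0 only and in 6.16% (5.68 to 6.67) of regions gained and kept. The NF-kB motif was in 5.85% (5.39 to 6.35) of regions gained and kept and in 1.73% (1.48 to 2.03) of regions on day 0 only, a ratio of 3.38 that fell to 1.68 (1.22 to 2.32) when matched on GC content and strength. The ratios of regions gained and kept to regions on day 0 only, matched in this way, were 6.59 (3.97 to 10.9) for C/EBP, 0.368 (0.312 to 0.433) for TEAD, 0.396 (0.260 to 0.604) for CTCF and 0.846 (0.705 to 1.01) for RUNX. The CTCF motif was in 4.88% of regions on all 4 days, 3.38% of regions on day 0 only, 0.806% of regions gained and kept and 0.294% of regions on day 10 only. The RUNX motif, for a family with a leading role in osteoblasts, was in 7.51% (6.99 to 8.07) of regions gained and kept and in 8.19% (7.63 to 8.79) of regions on day 0 only. The heat shock factor motif, counted because the culture temperature was raised, was in 0.305% (0.211 to 0.441) of regions gained and kept and 0.323% (0.224 to 0.467) of regions on day 0 only, a difference that was not detectable at these counts. The ETS and E2F motifs were most frequent in regions on all 4 days (1.05% and 0.307%).

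**Figure D3:**
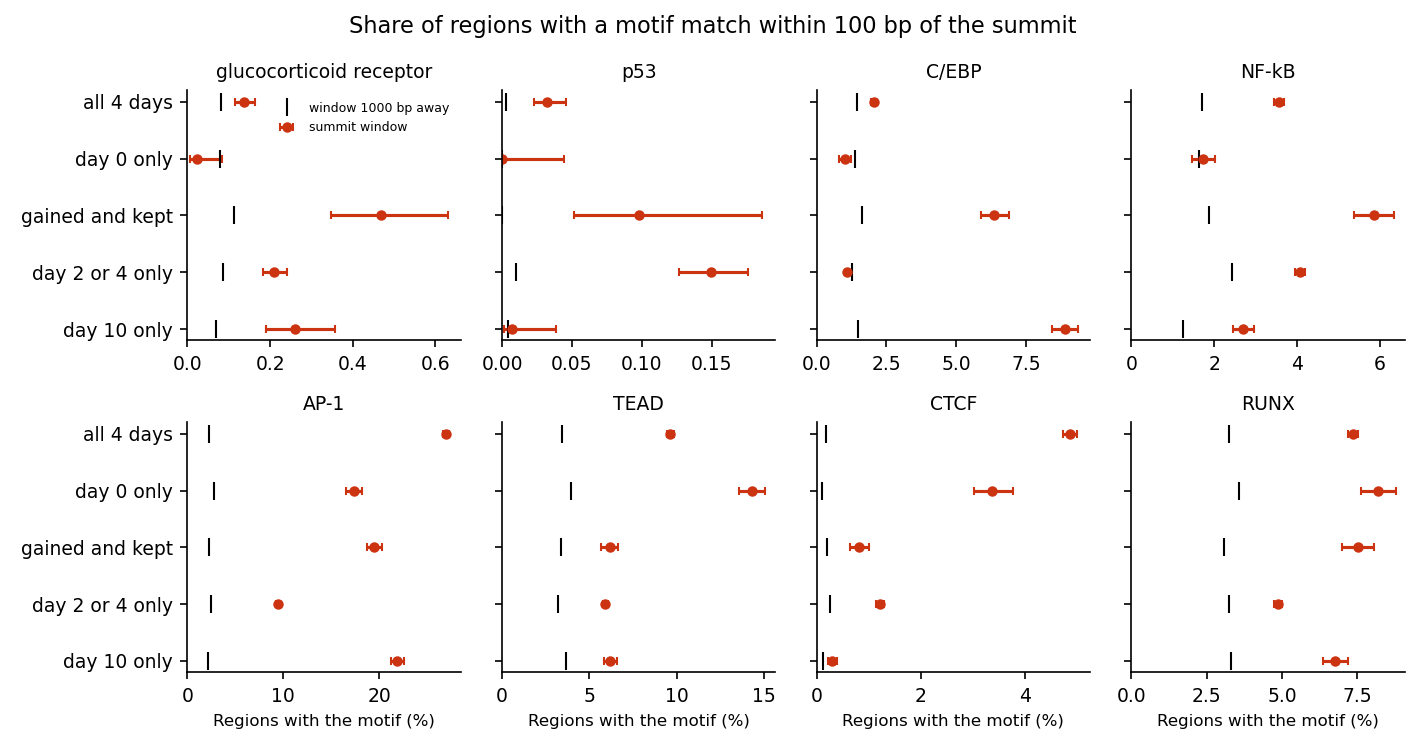
Share of regions (percent, each panel with its own axis from 0) with a match to each of 8 motifs within 100 bp of the summit, by region class. Points are shares with Wilson 95% intervals and black ticks are windows 1000 bp away, with the p53 share at 0.149% in regions on day 2 or 4 only and the C/EBP share at 8.90% in regions on day 10 only.

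GC content at the summits differed between the lists. Its median was 48.3% on day 0, 51.7% on day 2, 50.2% on day 4 and 46.8% on day 10. In the weakest 20 percentile points the medians were 47.8%, 53.7%, 52.7% and 46.3%, and in the strongest 20 percentile points 54.7%, 55.2%, 52.7% and 53.2%. Regions on day 2 or 4 only had a median of 53.7%, against 40.8% for regions on day 10 only and 43.8% for regions on day 0 only.

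**Figure D4:**
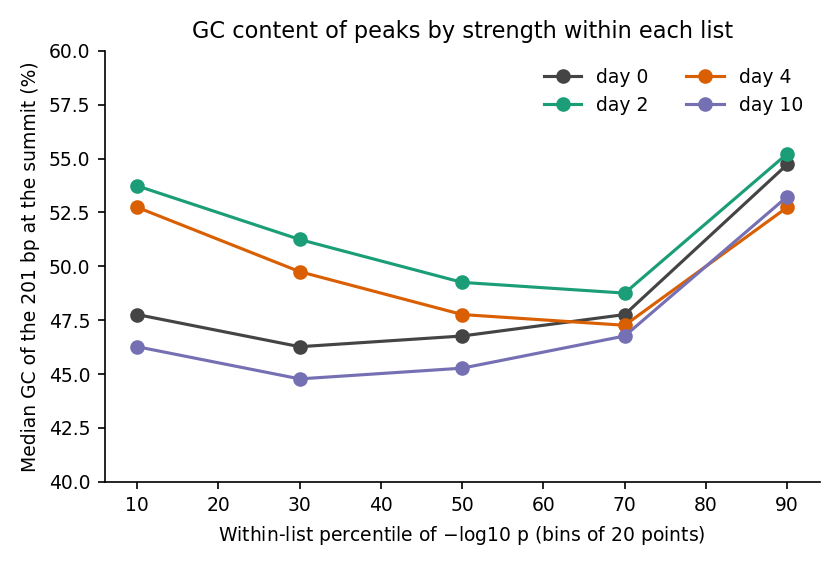
Median GC content (percent) at the summit against strength within each list, in bins of 20 percentile points, 1 line per day. The weakest peaks of days 2 and 4 have medians of 53.7% and 52.7%, above the 47.8% and 46.3% of days 0 and 10.

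Gene lists written before the data were examined were then compared with random lists matched on the number of merged regions. The glucocorticoid response list (24 genes) had 43 regions gained and kept within 50 kb, against a median of 23 in random lists, which is percentile 99.9. It had 12 regions on day 0 only (percentile 23.1). Without ZBTB16, the gene with the most, the list stood at percentile 96.0 among lists matched also on GC content. The osteoblast list (30 genes) had 23 regions gained and kept, at percentile 24.5, and 22 regions on day 0 only, at percentile 71.1. With the lists limited to their 50000 strongest peaks, its percentile for regions gained and kept was 99.1. Nearly all regions of that class then had a weaker day 0 peak, so 99.1 and 24.5 describe different regions. For regions on day 10 only the osteoblast list had 51 against a median of 29 (percentile 98.3), but the percentile was 79.2 with a −log10 p of at least 5, 89.6 with the 50000 strongest peaks, 92.45 with 10 kb around the gene body and 91.9 among lists matched also on GC content.

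The p53 response list had 38 regions gained and kept (percentile 99.1, and 87.7 without SESN1 among lists matched also on GC content) and 334 regions on day 2 or 4 only (percentile 97.7). The comparison list of neuronal genes was as high for regions on day 2 or 4 only, with 318 regions (percentile 98.1), of which 103 lay at RBFOX3, and at percentile 8.07 for regions gained and kept. Percentiles for regions gained and kept were 33.6 for the cell cycle list, 86.3 for the adipocyte list and 30.8 for the housekeeping list. With a −log10 p of at least 5 they were 79.6, 97.1 and 53.1. With the 50000 strongest peaks they were 72.4, 45 and 21.1. The neuronal list stood at 30.1 and 85.1 in these settings. For regions on day 10 only the adipocyte list stood at 94. This became 97.6 and 99.0 in the same settings, and 92.1 among lists matched also on GC content.

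ZBTB16 (chromosome 11 from 114059041 to 114256765, plus strand) had 12 regions gained and kept, the most of any listed gene, and 0 on day 0 only. In the same list LCN2 and NFKBIA had 4 each. In the p53 list, SESN1 had 7 and CDKN1A had 6. In the osteoblast list no gene had more than 2. In that list RUNX2 (chromosome 6 from 45328157 to 45664349) had 4 regions on day 0 only, 0 gained and kept and 9 on day 10 only. CRISPLD2, in the glucocorticoid list, also had 4 regions on day 0 only, with 1 gained and kept.

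Of the 43 glucocorticoid receptor matches in regions gained and kept, 1 lay within 50 kb of a gene of the glucocorticoid list, against 0.197 expected from the share of all such regions that do. The match, GGTACACTCTGTACT, lies on chromosome 11 from 114179504 to 114179518 in an intron of ZBTB16, 117 kb from the nearest start of the gene. Its region (114179061 to 114180902) ranked at percentile 80.4 on day 2, 70.5 on day 4 and 56.3 on day 10. Of the 142 p53 matches in regions on day 2 or 4 only, 1 lay within 50 kb of a gene of the p53 list, against 0.499 expected. It is GACATGCCTGGGCATGTC on chromosome 8 from 102236841 to 102236858, in an intron of RRM2B 1.93 kb from its nearest start, and its region ranked at percentile 36.6 on day 2 and 33.5 on day 4.

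**Figure D5:**
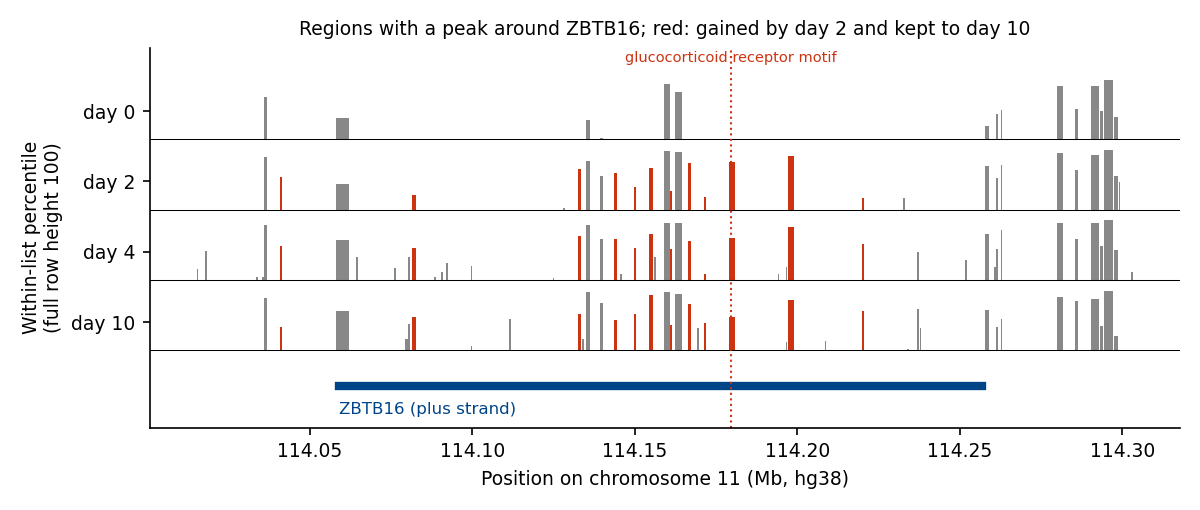
Regions with a peak around ZBTB16 on chromosome 11 (hg38 position in Mb), with bar height giving the percentile of −log10 p within the list of each day and narrow regions widened to stay visible. The 12 regions gained and kept are red, the others grey, the gene is the blue bar and the dotted line marks the glucocorticoid receptor match.

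Promoter peaks of listed genes changed little. MSX2 and BMP2 in the osteoblast list had a promoter peak on days 0, 2 and 4 and not on day 10, and TNFSF11 had one on days 2, 4 and 10 and not on day 0. In the other lists, LCN2, PLIN1 and CIDEC had a promoter peak on day 10 and not on day 0, and RBFOX3, GAD2 and CAMK2A the reverse. All 24 genes of the cell cycle list, the p53 list and the housekeeping list had a promoter peak on all 4 days.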

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

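The tests in this part were chosen before their results were seen. Peaks outside chromosomes 1 to 22, X and Y were left out of the comparisons above and were looked at for that reason. There were 4289 on day 0, 3582 on day 2, 4734 on day 4 and 3712 on day 10, or 2.64%, 1.76%, 1.94% and 2.43% of each list. Most lay on alternate sequences, which are other versions of stretches of the main chromosomes, with 3662, 2958, 4003 and 3052 peaks. Reads shared with the main chromosomes may account for these. Of the 13675 peaks on alternate sequences over the 4 days, 97.7% had a near-identical copy on a main chromosome, and 91.6% had a copy that carried a peak of the same day. By day the latter share ran from 89.8% (day 2) to 93.5% (day 0). On unplaced and unlocalised sequences the explanation covers fewer peaks, since 29.1% to 40.4% of them per day had such a copy. What the remaining peaks on those sequences come from was not tested, and the design gives no biological explanation that was tested.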

How the results depend on the processing

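No paired analysis was possible because 1 pooled list stands for the 4 samples of a day, so that the replicate numbers shared by the days in the labels carry no values. For the same reason no replicate was left out. Settings listed before the data were examined that need an adjusted p or an enrichment value were not run, since the lists hold neither. The alternatives with a −log10 p of at least 5, the ranking by peak area and the matching on GC content were chosen after seeing the data. Over 118 comparisons of 38 results with an alternative, 93 moved by more than the counting interval, or for counts by more than 1.5-fold, and 25 did not. Of the 25, 4 came from counting every row of a list as its own peak. These could not move, because no interval was repeated within a list. With lists this long the counting intervals are narrow, so many moved results moved little. The cause was not tested except where a shorter list or a narrower window gives it by construction.

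With a −log10 p of at least 5, day 2 had 122134 peaks. The shares of day 0 peaks overlapped on days 2, 4 and 10 were 79.3%, 89.6% and 71.7%, and the shares of day 2, 4 and 10 peaks overlapped on day 0 were 82.3%, 69.96% and 77.7%. The Jaccard indices of day 0 with days 2, 4 and 10 were 0.626, 0.618 and 0.583, and those of days 2 and 4, 2 and 10, and 4 and 10 were 0.652, 0.549 and 0.573, so day 10 became the farthest from day 0. Regions gained and kept fell to 4626 and regions on day 2 or 4 only to 39394. Promoter shares on days 0, 2, 4 and 10 were 15.4%, 17.1%, 14.2% and 16.1%. The glucocorticoid receptor motif was in 0.670% of regions gained and kept and 0.0236% of those on day 0 only. The AP-1 motif was in 27.8% of regions on all 4 days, 19.3% of those on day 0 only and 20.5% of those gained and kept. The osteoblast list stood at percentile 50.1 for regions gained and kept and 81.0 for day 0 only, and the glucocorticoid list at 97.4 and 8.36. When the threshold was set on 1 side only, 3268 regions on day 0 only and 2328 regions gained and kept were left.

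With the 50000 strongest peaks of each day, the shares of day 0 peaks overlapped on days 2, 4 and 10 were 83.9%, 83.3% and 76.7%, and the reverse shares were 84.2%, 83.5% and 76.3%. The Jaccard indices of day 0 with days 2, 4 and 10 were 0.656, 0.656 and 0.587, and those of days 2 and 4, 2 and 10, and 4 and 10 were 0.700, 0.575 and 0.611. There were 32836 regions on all 4 days, 3456 on day 0 only, 2088 gained and kept, 7029 on day 2 or 4 only and 7191 on day 10 only, so the regions on day 10 only then outnumbered those on day 2 or 4 only. These classes are defined by the 50000 strongest peaks alone, and weaker deposited peaks are ignored. Promoter shares were 26.2%, 27.9%, 27.0% and 25.5%. The glucocorticoid receptor motif was in 0.113% of regions on all 4 days and 0.145% of those on day 0 only. The AP-1 motif was in 27.6% of regions on all 4 days, 27.7% of those on day 0 only and 26.6% of those gained and kept. The AP-1 contrast between the classes was thus absent here, but the day-0-only and gained-and-kept classes hold other regions than in the main setting. The osteoblast list stood at percentile 99.1 for regions gained and kept, against 24.5 for the different regions of the main setting, and at 69.98 for day 0 only. The glucocorticoid list stood at 99.3 and 9.30.

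With at least 50% of both peaks shared, day 0 peaks were overlapped at 68.7%, 75.3% and 57.4% on days 2, 4 and 10, and day 2, 4 and 10 peaks at 54.1%, 49.7% and 60.8% on day 0. With all sequences in the lists, the day 0 shares on days 2 and 4 were 83.3% and 90.4% and the reverse shares 66.3% and 60.3%. Merging 100 bp either side of each summit gave 15189 regions on day 0 only. Promoters of 2.5 kb held 19.2%, 19.6%, 17.5% and 19.6% of peaks, and promoters of transcripts of every type 23.2%, 23.96%, 21.4% and 23.1%. Ranking by peak area gave gaps of 41.9, 44.4 and 37.5 percentile points on days 2, 4 and 10. Motif windows of 50 bp either side, which hold fewer bases, gave the glucocorticoid receptor motif in 0.0805% of regions on all 4 days and 0.338% of those gained and kept, and the AP-1 motif in 19.4%, 11.7% and 13.8% of regions on all 4 days, on day 0 only and gained and kept. With 10 kb around the gene body, the osteoblast list stood at percentile 35.8 for regions gained and kept and 66.95 for day 0 only, and the glucocorticoid list at 99.8 and 13.4. Random lists matched also on GC content gave 18.2 and 50.1 for the osteoblast list and 27.8 for the glucocorticoid list on day 0 only.

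For regions gained and kept, the glucocorticoid list stood between percentiles 97.4 and 99.9 in the 4 alternatives tried. Depth was not measured, so how far it limits the counts of each class is not known. With the stricter threshold the regions on day 2 or 4 only went from 95058 to 39394 and those gained and kept from 9178 to 4626, while those on day 0 only went from 8666 to 8458 and those on day 10 only from 14609 to 11465.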

Other observations

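In this part, the tests of the p53 and C/EBP motifs against permuted consensuses and matched strata, the test over chromosomes, the shorter receptor consensus, the comparisons of the receptor motif with regions on all 4 days, with expected matches and by the lower limit of a ratio, the gene lists matched on GC content or without a gene, the minimums of −log10 p and the GC trend of day 4 were chosen only after results were seen.

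The glucocorticoid receptor motif was more frequent in regions gained and kept than in regions on day 0 only (95% interval of the ratio 4.92 to 83.8, from 2 matches on day 0 only). Base composition is argued against as the whole cause, since 20 consensuses with the same letters in permuted order gave a pooled ratio of 1.00 and the highest of the 17 that had a ratio was 3.78, below the lower limit. A different mix of promoters and distal sites is also argued against, because among regions over 1 kb from a protein-coding start the lower 95% limit of the ratio was 4.94. GC content would have to leave few matches at equal GC, but day-0-only regions would hold 42.9 matches (95% bootstrap interval 29.8 to 58.4) at the rate of gained-and-kept regions of the same GC content, against 2 found. Peak strength alone would make regions of equal strength alike, yet the ratio of regions gained and kept to regions on all 4 days was 4.26 (2.88 to 6.30) when matched on strength. That matching is approximate, because strength is the highest percentile over the days with a peak, which differ in number between these classes. Matching the day-0-only regions themselves on strength had too few matches of this consensus to be of use, with 24.5 expected (1.73 to 67.5). The shorter consensus, matched on strength, had a ratio of 1.60 (1.16 to 2.21) to regions on day 0 only but of 0.856 (0.749 to 0.979) to regions on all 4 days, so part of the contrast stays open to peak strength. A candidate explanation that remains is binding of the receptor under the dexamethasone that the treatment protocol lists. The medium, the temperature and the time all changed together after day 0, so dexamethasone was not separated from the rest. The contrast also depended on the peaks used. It was 0.670% against 0.0236% with a −log10 p of at least 5, and it was narrower among the 50000 strongest peaks (0.479% against 0.145%). In the latter setting nearly all regions of both classes had a weaker peak on a day counted as absent.

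The p53 motif was most frequent in regions on day 2 or 4 only (0.127% to 0.176%). It was also in 0.0981% (0.0516 to 0.186) of regions gained and kept, an interval that overlaps the former. By pattern, it was in 60 of 25524 regions on day 2 alone (0.235%), 64 of 28006 regions on days 2 and 4 (0.229%), 18 of 41526 regions on day 4 alone (0.0433%) and 1 of 14605 regions on day 10 alone. Permuted p53 consensuses gave a pooled ratio of 0.996 between regions on day 2 or 4 only and regions on all 4 days, and none of the 17 with a ratio reached the 4.61 of the motif itself, which argues against base composition. Classes with peaks on different numbers of days are matched on strength only approximately. Matched on GC content and strength, the ratio had a lower 95% limit of 11.2, which argues against these as the whole cause, although the estimate rests on few matches. A rise of p53 activity early after the shift to 39.5 °C, where the temperature-sensitive T antigen is expected to release p53, is a hypothesis that may explain this. If p53 acted at its known targets, the p53 response list would stand out. It reached percentile 97.7 for regions on day 2 or 4 only. With 10 kb around the gene body it reached 99.8, and with a −log10 p of at least 5 it reached 92.9. With the 50000 strongest peaks it reached 97.3, and among lists matched also on GC content 98.7. For regions gained and kept it stood between 95.5 and 99.7 in these settings. For regions on day 2 or 4 only, the neuronal comparison list reached 98.1, 98.7, 99.5, 94.3 and 97.9 in the same order. That list rested on RBFOX3, without which it fell to 75.8 among lists matched also on GC content, whereas the p53 list without FDXR stood at 97.2. As 1 of 35 percentiles, and lower with the stricter threshold, the position of the p53 list cannot be told apart from chance differences between lists.

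The C/EBP motif was most frequent in regions on day 10 only and in regions gained and kept. Permuted consensuses gave a pooled ratio of 1.11 between regions on day 10 only and regions on day 0 only, against 8.87 for the motif, and the highest of 20 was 2.23. Matched on GC content and strength the ratio was 7.47 (5.99 to 9.32). By pattern, the share was 7.07% in regions on days 4 and 10 and 8.90% on day 10 alone, but 0.772% on day 2 alone and 1.41% on day 4 alone. Patterns with peaks on both days 0 and 10 had 1.98% to 2.49%. Patterns with a day 0 peak and no day 10 peak had 0.824% to 1.02%. Patterns with a day 10 peak and no day 0 peak had 4.84% to 8.90%. Windows 1000 bp from the patterns with peaks on both days 0 and 10 had the motif in 1.16% to 1.93%. Where day 0 had a peak, a day 10 peak thus went with a higher share. That share was below that of regions with a day 10 peak and no day 0 peak. Later activity of C/EBP factors is a hypothesis suggested by these shares. The lists do not say which cells or which factor, and a change in the mix of cells by day 10 stays open as untested.

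Regions on day 2 or 4 only were richer in GC than regions on day 10 only, by 12.9 percentage points in the median. A different mix of promoters and distal sites is argued against, since the gap was 12.4 percentage points among distal regions. A GC trend over the whole lists had the values it needs for day 2. Over 95678 regions on all 4 days, which are not independent replicates, the rank on day 2 less the rank on day 10 rose with GC content (Spearman 0.228), from a median of 1.05 percentile points in the lowest GC group of 5 to 10.3 in the next to highest and 7.89 in the highest. For day 4 against day 10 the relation was weaker (Spearman 0.103, with medians of 6.40, 13.6 and 8.43 in the same groups). For day 4 against day 0 it was -0.0217. Among the 77884 distal regions of this class the Spearman values were higher. They were 0.272 for day 2 against day 10, 0.203 for day 4 against day 10 and 0.0941 for day 4 against day 0. The trend was thus weaker for day 4 than for day 2, and its sign against day 0 depended on the promoters. For regions on day 4 alone a GC trend is therefore less clear, but it is not excluded. A trend along chromosomes was seen as well. Over the 22 autosomes, the ratio of the day 2 to the day 10 share of peaks rose with the GC content of the chromosome (Pearson r 0.897, two-sided permutation p 2e-05, adjusted 2.7e-05; Spearman rho 0.819, permutation p 2e-05, adjusted 8e-05, over 4 such relations), where 2e-05 is the smallest p these permutations can give. Without chromosomes 19 and 22, r was 0.822. The same relation was seen for day 2 against day 0 (r 0.856) and, with a negative sign, for day 10 against day 0 (r -0.876), but not for day 4 against day 0 (r 0.183, permutation p 0.42, adjusted 0.42). A trend this broad may come from GC bias in the libraries of a day, or from opening of GC-rich parts of the genome, and without reads or lists per sample these stay open. The GC-matched ratios of the 3 motifs above do not rest on it.

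The day 4 list was the longest. Greater sensitivity to weak peaks on that day cannot be told apart from more open chromatin, because depth is unknown. The order depended on the threshold, since with a −log10 p of at least 10, which also depends on depth, 60224 peaks remained on day 4 and 62990 on day 0. Regions on day 4 alone had a median percentile of 18.5 in the day 4 list, but regions on day 0, 2 or 10 alone were as weak in theirs (14.9, 15.2 and 19.3), so the value is not particular to day 4.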
